# LncRNA MIR100HG promotes cell proliferation in triple-negative breast cancer through triplex formation with p27 loci

**DOI:** 10.1038/s41419-018-0869-2

**Published:** 2018-07-24

**Authors:** Shaowei Wang, Hao Ke, Honglei Zhang, Yujie Ma, Lei Ao, Li Zou, Qin Yang, Hao Zhu, Jianyun Nie, Chunlian Wu, Baowei Jiao

## Abstract

Triple-negative breast cancer (TNBC) exhibits poor prognosis, with high metastasis and low survival. Long non-coding RNAs (lncRNAs) play critical roles in tumor progression. Here, we identified lncRNA MIR100HG as a pro-oncogene for TNBC progression. Knockdown of MIR100HG decreased cell proliferation and induced cell arrest in the G1 phase, whereas overexpression of MIR100HG significantly increased cell proliferation. Furthermore, MIR100HG regulated the p27 gene to control the cell cycle, and subsequently impacted the progression of TNBC. In analyzing its underlying mechanism, bioinformatics prediction and experimental data demonstrated that MIR100HG participated in the formation of RNA–DNA triplex structures. MIR100HG in The Cancer Genome Atlas (TCGA) and breast cancer cell lines showed higher expression in TNBC than in other tumor types with poor prognosis. In conclusion, our data indicated a novel working pattern of lncRNA in TNBC progression, which may be a potential therapeutic target in such cancers.

## Introduction

Breast cancer is a molecularly-heterogeneous disease and can be classified into four molecular subtypes, including luminal A, luminal B, human epidermal growth factor receptor type 2 (HER2) positive, and triple-negative breast cancer (TNBC)^1,2^. Among them, TNBC, which demonstrates a lack of progesterone receptor, estrogen receptor, and HER2 expression by immunohistochemistry, is a highly invasive subtype comprising 10%−20% of all breast cancer cases^3,4^. TNBC can exhibit high invasion, distant metastasis, high recurrence risk, poor prognosis, and low survival^4^. Unlike other subtypes, endocrine therapy or HER2-targeted therapies are relatively ineffective in TNBC^5,6^. At present, although great endeavors have been made in clinical treatment strategies, patient survival has not improved remarkably. Thus, exploration of the molecular mechanisms and development of more effective therapeutic strategies are critical.

LncRNA molecules are longer than 200 nucleotides in length, but lack obvious open reading frames^7,8^. Their transcripts can be transcribed by RNA polymerase II and exhibit typical mRNA-like features, such as 5′caps^9^. A variety of lncRNAs have been identified as evolutionarily non-conserved^10,11^. LncRNAs can be divided into intronic, bidirectional, intergenic, sense, and antisense according to their position in the genome^7^. Growing evidence suggests the involvement of lncRNAs in important cellular processes, including epigenetic regulation^12,13^, transcriptional regulation^14^, and chromosome inactivation^15^. Moreover, lncRNAs play a crucial part in tumor biology^16,17^. A number of novel cancer-related lncRNAs have been successfully identified by high-throughput sequencing, with lncRNAs found to be abnormally expressed in many cancers^18,19^.

Corresponding to the powerful roles of lncRNAs, research has reported on various working mechanisms, including interactions with DNA, RNA, and proteins^20^. Many previous studies have focused on the interactions between lncRNAs and their protein partners in the regulation of gene expression^21–23^. However, little attention has been paid to the formation of RNA–DNA triplex structures. LncRNAs can recognize and bind to specific double-stranded DNA sequences to form RNA–DNA triplex structures. Under physiological conditions, triplex-forming oligonucleotides (TFOs) can bind to the major groove of the targeted duplex through sequence-specific recognition of the polypurine sequence^24–26^. RNA–DNA triplex structures are also reported to be involved in cancer, targeting specific sequences in DNA and regulating gene expression at the transcriptional level^27,28^. Research has demonstrated that synthetic TFOs can directly bind to the Ets2 promoter sequence, with Ets2-TFO able to suppress the expression of endogenous genes and the activity of the Ets2 promoter in prostate cancer^29^, suggesting that this RNA–DNA triplex structure may play an important role in tumor progression. However, whether endogenous lncRNAs participate in the formation of RNA–DNA triplex structures in cancer progression remains unknown.

MIR100HG is a microRNA host gene located on chromosome 11q24.1, and encodes three microRNAs in its introns, including mir-100, mir-125b-1, and let-7a-2^30^. 

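MIR100HG (ENSG00000255248.7_2) lies on the minus strand of chromosome 11 of GRCh37, from 121899035 to 122427429. The exons counted for it, merged over its transcripts, form 29 blocks with a summed length of 11009 bases and a GC content of 43.0%. The hairpin of miR-125b-1 lies from 121970465 to 121970552, that of let-7a-2 from 122017229 to 122017301 and that of miR-100 from 122022937 to 122023016, all on chromosome 11. The mature 5p sequence of none of these hairpins overlaps an exon of any annotated MIR100HG transcript. The mature sequence of miR-100-5p, AACCCGTAGATCCGAACTTGTG, occurs at 1 place in the genome. That of miR-125b-5p, TCCCTGAGACCCTAACTTGTGA, occurs at 2 places, the other being MIR125B2 on chromosome 21, and that of let-7a-5p, TGAGGTAGTAGGTTGTATAGTT, at 3 places, the others being MIRLET7A1 on chromosome 9 and MIRLET7A3 on chromosome 22. The protein-coding gene BLID, from 121986062 to 121986923, lies within the bounds of MIR100HG on the same strand, so reads of unspliced MIR100HG transcripts can be counted for it.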

Several studies have reported on the role of this lncRNA in tumor progression^30–34^. MIR100HG is highly expressed in acute megakaryoblastic leukemia (AMKL), with its knockdown shown to decrease AMKL cell proliferation and viability^31^, High expression of MIR100HG is also related to poor prognosis in early-stage cervical cancer^34^, and MIR100HG, miR-125b, and miR-100 are reportedly overexpressed in cetuximab-resistant colorectal cancer^30^. These previous studies have primarily focused on the relationship between MIR100HG and its host microRNAs. Here, however, we showed that MIR100HG was more highly expressed in poor prognosis TNBC compared with other breast cancer subtypes. Loss-of-function assays demonstrated that reduced MIR100HG inhibited cell growth and induced cell arrest in the G1 phase. These results were confirmed by gain-of-function assays. High-throughput sequencing and further experiments showed that MIR100HG negatively regulated p27 expression, and hence increased cell proliferation in TNBC. Of note, we found that MIR100HG regulated p27 through the formation of an RNA–DNA triplex structure, thus providing a new avenue for lncRNA studies.

## Results

### MIR100HG promotes proliferation in TNBC cells

To explore the roles of MIR100HG in TNBC progression, we first overexpressed MIR100HG by transfecting the pCDH plasmid containing full-length MIR100HG in TNBC MDA-MB-231 cells (Fig. 1a). Quantitative PCR (qPCR) showed a nearly 300-fold increase in the expression level of MIR100HG, indicating successful overexpression. MTS assay demonstrated that overexpression of MIR100HG significantly increased cell growth, suggesting that overexpression promoted TNBC cell proliferation (Fig. 1b). Flow cytometry indicated that overexpression of MIR100HG in MDA-MB-231 cells increased the percentage of cells in the S phase compared with pCDH cells (Fig. 1c, d). Furthermore, significantly higher BrdU staining also showed an increase in the S phase after overexpressing MIR100HG, suggesting the promotion of TNBC DNA replication (Fig. 1e, f). To identify whether MIR100HG could be translated into a protein, we predicted its translation ability using the Coding Potential Calculator^35^. Results indicated that MIR100HG did not have the potential or ability to translate into a protein (data not shown).

**Fig. 1:**
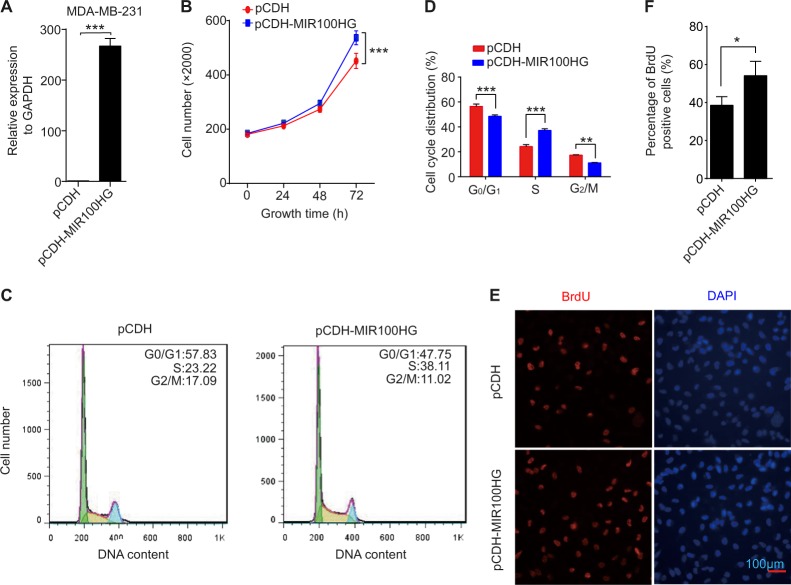
Upregulation of MIR100HG increased TNBC cell proliferation. **a** qPCR analysis of MIR100HG expression in MDA-MB-231 cells transfected with pCDH-MIR100HG or empty pCDH vector. Transcript levels were normalized to GAPDH expression. **b** MTS assay determined the proliferation of pCDH-MIR100HG-transfected MDA-MB-231 cells. **c**, **d** FACS determined the relative cell numbers in each cell-cycle phase after propidium iodide staining of MIR100HG-overexpressed MDA-MB-231 cells. **e**, **f** BrdU staining of cells with MIR100HG overexpression. The data represent three independent experiments. **P < 0.01, ***P < 0.001 by one-way ANOVA

In addition to gain-of-function assays, we also performed loss-of-function assays. Two MIR100HG shRNAs were designed to exclude off-target effects, with shRNA lentiviruses then used to infect the two TNBC cell lines, (i.e., MDA-MB-231 and BT549 cells) (Fig. 2a and Supplementary Figure S1A). Consistent with the overexpression experiments, our results showed that knockdown of MIR100HG significantly reduced MDA-MB-231 cell proliferation (Fig. 2b). These results were also observed in BT549 cells (Supplementary Figure S1B). Flow cytometry showed that reduced MIR100HG expression led to cell arrest in the G1 phase (Fig. 2c, d). BrdU staining also showed the suppression of proliferation by knockdown of MIR100HG in MDA-MB-231 cells (Fig. 2e, f). To confirm the MIR100HG results, we performed a xenograft assay on tumor growth using MDA-MB-231 cells, which showed that stable knockdown of MIR100HG significantly impaired tumor growth (Fig. 2g, h).

**Fig. 2:**
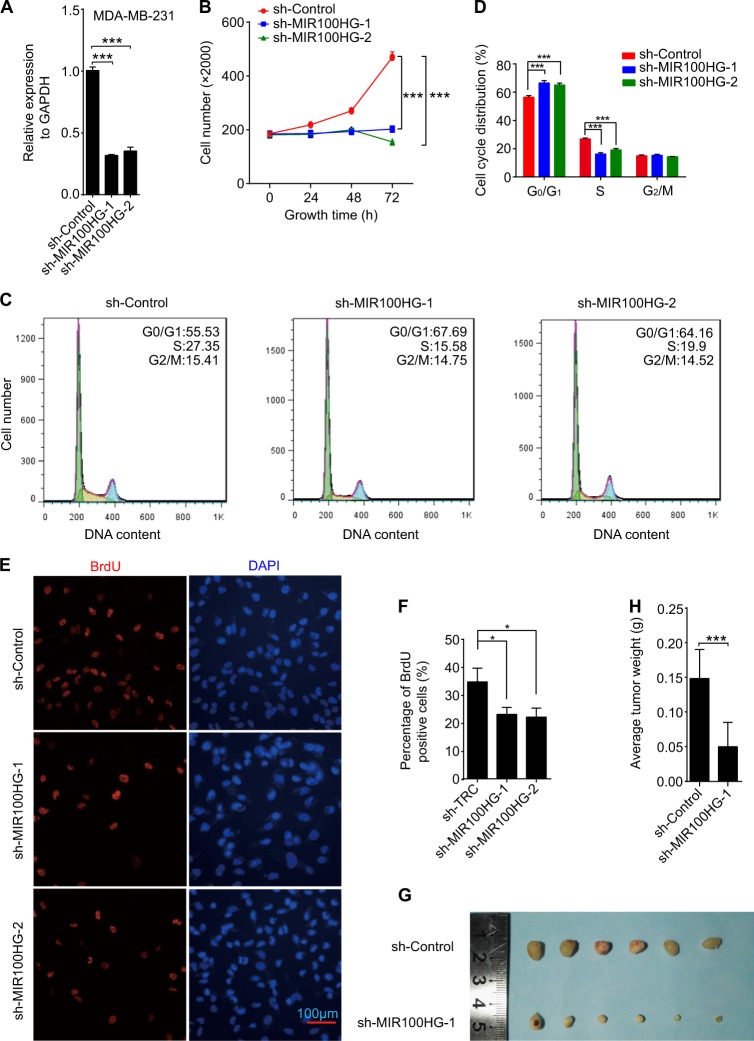
Downregulation of MIR100HG decreased TNBC cell proliferation. **a** qPCR analysis of the downregulation of MIR100HG by two shRNAs in MDA-MB-231 cells. Transcript levels of MIR100HG were normalized to GAPDH expression. **b** MTS assay determined the proliferation of sh-MIR100HG-transfected MDA-MB-231 cells. **c**, **d** FACS determined the relative cell numbers in each cell-cycle phase after propidium iodide staining of MIR100HG-downregulated MDA-MB-231 cells. (**e**-**f**) BrdU staining assay of cells following knockdown of MIR100HG. **g**, **h** Photographs of tumors (**g**) and tumor weights (**h**) derived from MDA-MB-231 cells eight weeks after xenograft. The data represent three independent experiments (**a**–**f**). ***P < 0.001 by one-way ANOVA

The above results suggest that MIR100HG promotes cell proliferation in TNBC cell lines.

### MIR100HG leads to cell cycle arrest at G1/S via p27 regulation

To reveal how MIR100HG affects TNBC progression, we performed RNA-seq after knockdown of MIR100HG in MDA-MB-231 cells. 

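MDA-MB-231 is a triple-negative breast cancer cell line. RNA-seq data of 6 samples of these cells were analysed, 2 biological replicates for each of 3 groups: the sh-TRC control (CTR1 and CTR2), sh-MIR100HG-1 (KD1-1 and KD1-2) and sh-MIR100HG-2 (KD2-1 and KD2-2). The methods give 72 h between lentiviral infection and collection of the cells for RNA. The authors mapped the reads to GRCh37 with STAR, assigned them to exons and grouped exons into genes with FeatureCounts, and deposited the raw counts per gene without normalization. The total counts were 50292065 in CTR1, 58410375 in CTR2, 64588388 in KD1-1, 43804736 in KD1-2, 46067690 in KD2-1 and 52814374 in KD2-2, with a median of 51553219.5. Of the 27745 genes listed, 12373 with less than 5 counts in at least 3 of the 6 samples were removed, after the filter in the paper's methods, and 15372 were tested. Counts were normalized with edgeR's TMM method, and the groups were compared with edgeR's quasi-likelihood test in a single model of all 3 groups, which left 3 residual degrees of freedom. The knockdown was measured as the mean of the shRNA groups against control. P-values were adjusted over all genes tested by the Benjamini-Hochberg method. The methods name both the quasi-likelihood method and glmLRT, edgeR's likelihood ratio test, so the latter was run as an alternative. The common biological coefficient of variation was 27.8%, so at this depth the spread between replicates and not the counting error sets the precision of a gene with many counts.

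MIR100HG, the target of both shRNAs, had 41.9 CPM (TMM-normalized counts scaled to library size) in CTR1 and 58.5 in CTR2. It had 15.2 CPM in KD1-1, 13.2 in KD1-2, 16.6 in KD2-1 and 10.4 in KD2-2. The mean was 50.2 ± 11.8 CPM (SD, n = 2) in the control, 14.2 ± 1.41 (SD, n = 2) with sh-MIR100HG-1 and 13.5 ± 4.35 (SD, n = 2) with sh-MIR100HG-2. All 4 knockdown samples lay below both controls (two-sided exact permutation test, p = 0.0667, the smallest p that 4 samples against 2 allow). The log2FC of the knockdown was -1.86 (standard error 0.25), with an unadjusted p of 5.6e-05 and an adjusted p of 0.381 from edgeR's quasi-likelihood test, and MIR100HG ranked 2 by p among all genes tested. The log2FC was -1.82 for sh-MIR100HG-1 and -1.90 for sh-MIR100HG-2. Testing without the filter on low counts moved the adjusted p of edgeR's quasi-likelihood test most, to 2.8e-10, with a log2FC of -1.86.

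Replicates carry the numbers 1 and 2 in each group. Across genes, the deviations of same-numbered samples from their group means correlated at -0.205 between the control and sh-MIR100HG-1, at 0.006 between the control and sh-MIR100HG-2 and at 0.436 between the shRNAs. With the replicate number as a block, the log2FC of MIR100HG was -1.88 (adjusted p of 0.157, edgeR's quasi-likelihood test), and with the control numbers crossed in the block it was -1.86 (adjusted p of 0.0646, same edgeR test).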

Results showed that 387 cancer-related genes exhibited significant changes in expression (Log2FC > 2 or Log2FC < −2 and FDR < = 0.05) between the MIR100HG shRNA groups and their controls (data not shown). 

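With the paper's thresholds, a log2FC above 2 or below -2 and an adjusted p at or below 0.05, 0 of the 15372 genes tested were called between the knockdown and control samples, and 0 were called at that adjusted p without a fold threshold. The smallest adjusted p was 0.381 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 1180 genes (7.68% of those tested), 497 higher and 683 lower after knockdown, and 59 of the 1180 also had a log2FC above 2 or below -2, 13 higher and 46 lower. For each shRNA alone, 0 genes passed both thresholds, against 1056 genes at an unadjusted p under 0.05 for sh-MIR100HG-1 and 1362 for sh-MIR100HG-2. Between the shRNAs, 0 genes had an adjusted p at or below 0.05 and 1453 had an unadjusted p under 0.05. In 2688 genes (17.49%), all 4 knockdown samples lay beyond both controls, 1292 higher and 1396 lower. The average over all splits into 4 and 2 samples is 13.33%. Other splits were not counted and genes vary together, so the excess cannot be credited to the knockdown.

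The number called depended on the test, the filter and the model. Leaving out the filter on low counts raised the genes tested to 21349. The quasi-likelihood test then called 123 genes at both thresholds for the mean of the shRNAs, 6 higher and 117 lower. This was the count farthest from 0 among the alternatives for that comparison. The likelihood ratio test that the paper's methods name called 26, 4 higher and 22 lower. DESeq2 called 9, 4 higher and 5 lower. With the replicate number as a block, on its own or with the control numbers crossed, 0 genes were called. Among models chosen after seeing the data, the likelihood ratio test with knockdown and control as 2 groups called 9. The first principal component of the residuals as a covariate gave 6. In counts simulated from these samples with a separate dispersion for each gene, the quasi-likelihood test found 37.3% of genes changed by a log2FC of 2 and 68.2% of those changed by 3 at the adjusted p threshold, with 1.4% of its calls false. The likelihood ratio test found 71.6% and 86.4%, with 35.4% of its calls false. When the simulated dispersion followed the trend alone, the quasi-likelihood test found 73.1% and 90.9% with 5.9% of its calls false. The likelihood ratio test then found 77.6% and 90.9% with 13.1% false. Simulated calls used the adjusted p alone, so their false shares do not carry over to calls at both thresholds. Each simulation was a single draw with genes independent of one another.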

Gene ontology analysis demonstrated that these genes are involved in cell cycle, cell division, and cell proliferation (Fig. 3a). 

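With 0 genes called, no ontology enrichment of called genes was run, and cell cycle genes were examined as lists fixed before the data were examined. The lists were compared with all other genes tested by limma's camera, with an inter-gene correlation of 0.01. P-values of camera were adjusted over 5 gene lists in each comparison. The 43 genes of an S-phase list had a mean log2FC of 0.02 after knockdown (adjusted p = 0.174, limma's camera), 24 of them higher and 19 lower, against a median of -0.04 over all genes. The 54 genes of a G2/M list had a mean log2FC of -0.10 (adjusted p = 0.408), 17 higher and 37 lower. With the replicate block the unadjusted camera p was 0.185 for the S-phase list and 0.199 for the G2/M list. The shRNAs differed in both lists, in tests of each shRNA and between them that were not set beforehand. With sh-MIR100HG-1 the mean log2FC was 0.16 for the S-phase list (adjusted p = 0.00692) and 0.14 for the G2/M list (adjusted p = 0.00767). With sh-MIR100HG-2 it was -0.11 (adjusted p = 0.870) and -0.34 (adjusted p = 2.4e-04). On the log2 scale relative to the mean of the controls, the G2/M list lay at 0.12 in CTR1 and -0.12 in CTR2. It lay at 0.08 in KD1-1 and 0.21 in KD1-2, so its rise with sh-MIR100HG-1 rests largely on CTR2. Tested directly, sh-MIR100HG-2 against sh-MIR100HG-1, the mean difference was -0.26 for the S-phase list (adjusted p = 0.00537) and -0.48 for the G2/M list (adjusted p = 3.3e-10). These values rest on the preset inter-gene correlation of 0.01. With the correlation estimated from the samples, the unadjusted camera p was 0.0392 for the S-phase list and 0.0144 for the G2/M list. From the terms enriched among its differentially expressed genes, the paper concludes that these genes take part in the cell cycle, cell division and cell proliferation.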

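A list of 123 cell cycle regulators, written by hand after the gene families drawn in the KEGG cell cycle map and not the pathway's own membership, had 119 genes among those tested. It held 0 of the called genes, since no gene was called. At an unadjusted p under 0.05 it held 11 genes, 9.2% of the list against 7.7% of all genes tested (one-sided Fisher's exact test, p = 0.305). Of these, CDC25A, SKP2, CDK6, WEE1, CDKN1B, YWHAG, CDC6 and CDC23 were higher after knockdown and E2F2, CCNA1 and RBL2 were lower. As a whole the list had a mean log2FC of 0.07, with 71 genes higher and 48 lower (adjusted p = 0.0165 over the 5 gene lists, limma's camera). With sh-MIR100HG-1 the mean was 0.12, with 78 genes higher and 41 lower (adjusted p = 0.00657), and with sh-MIR100HG-2 it was 0.03, with 58 higher and 61 lower (adjusted p = 0.178). The difference between the shRNAs was -0.09 (adjusted p = 0.301). With the inter-gene correlation estimated from the samples in place of the preset value, the unadjusted camera p moved from 0.00659 to 0.119, and with the replicate block it was 0.00421. The camera test of this list was chosen after the number of called genes was seen.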

KEGG pathway analysis also showed high enrichment of pathways involved in the cell cycle (Fig. 3b). Cell cycle-related genes were markedly changed between the MIR100HG knockdown and control groups, and included CDK18, WEE1, CCNF, CDKN1B, and CDC25A (Fig. 3c). 

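CDC25A (ENSG00000164045.11_2, chromosome 3, 48198636 to 48229892) rose from 32.6 ± 5.16 CPM in the control to 87.6 ± 29.5 with sh-MIR100HG-1 and 107.1 ± 34.8 with sh-MIR100HG-2 (mean ± SD, n = 2 each). Its log2FC was 1.57 (standard error 0.30, adjusted p of 0.381 from edgeR's quasi-likelihood test). WEE1 (ENSG00000166483.10_1, chromosome 11, 9595228 to 9615004) rose from 45.1 ± 4.30 CPM to 108 ± 12.3 and 103.5 ± 31.2 in the same order, a log2FC of 1.23 (standard error 0.24, adjusted p of 0.381, same edgeR test). CCNF (ENSG00000162063.12_2, chromosome 16, 2479395 to 2508855) rose from 39.3 ± 12.1 CPM to 64.2 ± 11.6 and 72.2 ± 16.7, a log2FC of 0.79 (standard error 0.26, adjusted p of 0.559, same edgeR test). CDK18 (ENSG00000117266.15_2, chromosome 1, 205473723 to 205501921) had few reads, 81.0 counts per sample on average, and fell from 2.49 ± 0.330 CPM to 0.936 ± 0.188 and 1.03 ± 0.521, a log2FC of -1.33 (standard error 0.42, adjusted p of 0.545, same edgeR test). In each of these genes all 4 knockdown samples lay on one side of both controls. The unadjusted p was 6.3e-04 for CDC25A, 7.3e-04 for WEE1, 0.0155 for CCNF and 0.0127 for CDK18. CDC25A and WEE1 passed an adjusted p of 0.05 with the likelihood ratio test, at 0.00209 and 0.00469, while CCNF and CDK18 did not, at 0.277 and 0.205.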

CDKN1B, which encodes the p27 protein, is a tumor suppressor that regulates cell cycle proliferation and, as a cyclin-dependent kinase inhibitor, controls cell cycle progression at the G1 phase^36,37^. Thus, we reasoned that MIR100HG could affect TNBC progression through regulation of p27 expression. 

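CDKN1B (ENSG00000111276.10_2), on chromosome 12 from 12867992 to 12875305, had 61.5 CPM in CTR1 and 74.0 in CTR2, 94.8 in KD1-1, 139 in KD1-2, 106.4 in KD2-1 and 154 in KD2-2. The mean was 67.7 ± 8.82 CPM (SD, n = 2) in the control, 117 ± 31.4 (SD, n = 2) with sh-MIR100HG-1 and 130 ± 33.6 (SD, n = 2) with sh-MIR100HG-2. All 4 knockdown samples exceeded both controls, which the exact permutation test of 4 samples against 2 again limits to p = 0.0667. The log2FC was 0.87 (standard error 0.25) with an unadjusted p of 0.00805 and an adjusted p of 0.503 from edgeR's quasi-likelihood test. It was 0.79 for sh-MIR100HG-1 and 0.94 for sh-MIR100HG-2. With each sample left out in turn it stayed between 0.71 and 1.01, and with the replicate block it was 0.84 (adjusted p of 0.263, edgeR's quasi-likelihood test). The adjusted p of edgeR's quasi-likelihood test passed the threshold of 0.05 only without the filter on low counts, where it was 0.0323. The likelihood ratio test gave an adjusted p of 0.155. From the change of CDKN1B in the heatmap and the role of p27 as an inhibitor of cyclin-dependent kinases in the G1 phase, the paper proposes that MIR100HG acts on TNBC progression by regulating p27.

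**Figure D1:**
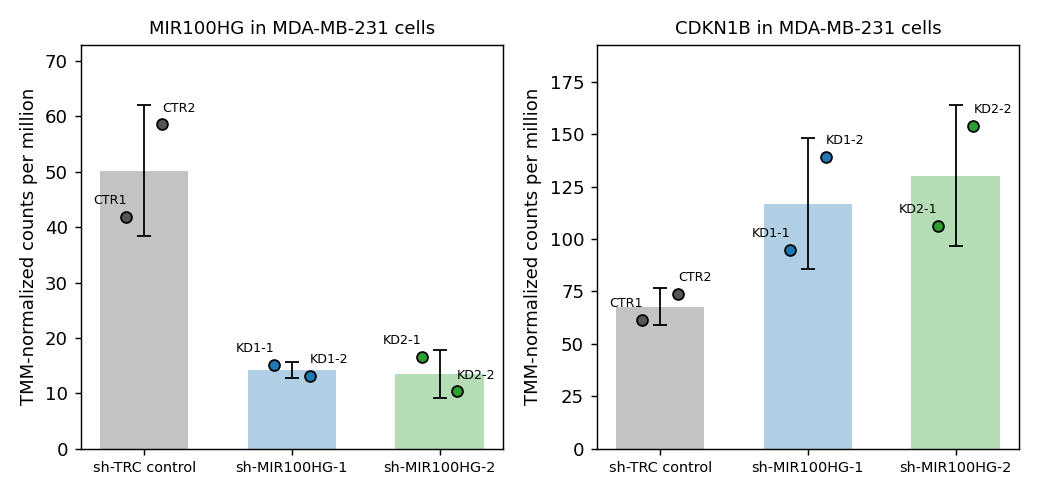
TMM-normalized counts (CPM) of MIR100HG (left) and CDKN1B (right) in each sample, by group. Bars show the mean, error bars the SD and points the 2 samples of a group. MIR100HG is lower in all 4 knockdown samples, at most 16.6 CPM, than in either control, and CDKN1B is higher in all 4, at least 94.8 CPM.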

At the same time, p21 and cyclin D1 were also investigated due to their important roles in the G1 phase. The expression of p21 and p27 decreased at both the protein and mRNA level (Fig. 3d, e), and the expression of cyclin D1 increased with MIR100HG overexpression (Fig. 3d). Consistent with the overexpression experiments, knockdown of MIR100HG increased p21 and p27 at the protein and RNA levels (Fig. 3f, g). In contrast, the expression of cyclin D1 was decreased (Fig. 3f). The tissue of tumor-bearing mice was used to detect the expression of p27, with knockdown of MIR100HG found to significantly increase the protein expression level of p27 (Fig. 3h). Ectopic expression of MIR100HG did not change the levels of neighbor genes such as *BLID*, *UBASH3B*, and *SORL1* or of microRNAs such as miR-100, miR125b-1, and let-7a-2 in either MDA-MB-231 or BT549 cells (Supplementary Figure S1C-F), suggesting that the effect of MIR100HG was not through hosted microRNAs in TNBC cells.

**Fig. 3:**
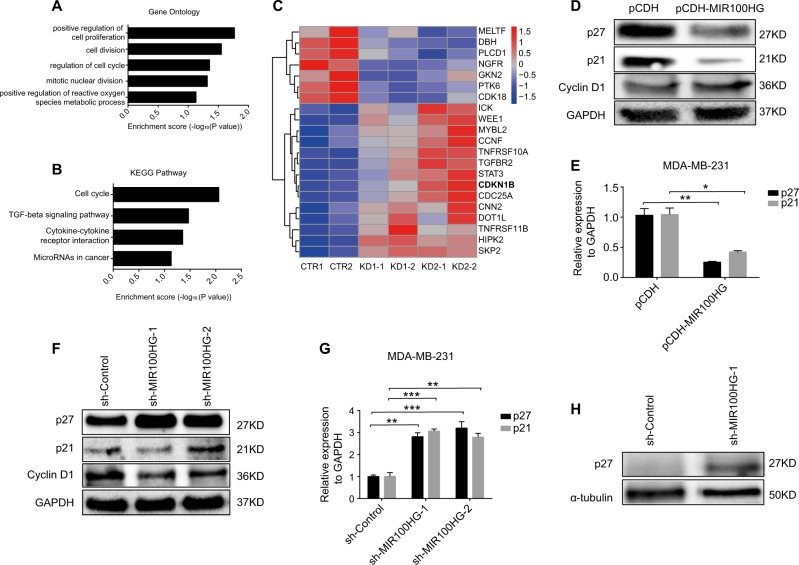
MIR100HG induced cell cycle arrest at G1/S via p21/p27 regulation. **a**, **b** Gene ontology analysis (**a**) and KEGG pathway analysis (**b**) for RNA-seq data. **c** Heatmap of 21 coding genes related to the cell cycle with significantly altered expression following knockdown of MIR100HG in MDA-MB-231 cells. KD1-1 and KD1-2 are two biological replicates of sh-MIR100HG-1; KD2-1 and KD2-2 are two biological replicates of sh-MIR100HG-2. **d**, **e** Effect of pCDH-MIR100HG on expressions of p27, p21, and cyclin D1 at the protein (**d**) and RNA (**e**) levels. **f**, **g** Effect of sh-MIR100HG on expressions of p27, p21, and cyclin D1 at the protein (**f**) and RNA (**g**) levels. **h** Detection of p27 expression by western blot analysis using xenograft assay samples. The data represent three independent experiments (**d**–**g**). *P *<* 0.05, **P < 0.01, ***P < 0.001 by one-way ANOVA

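All 21 genes of the heatmap were among the genes tested, and the direction was that of the heatmap in all 21, 14 higher and 7 lower after knockdown, for the mean of the shRNAs and for each shRNA alone. In 20 of them all 4 knockdown samples lay beyond both controls. The exception was MELTF, with 155 CPM in CTR1 and 160 CPM in KD2-1. The log2FC of the genes shown higher ranged from 0.65 (TNFRSF10A) to 1.66 (TNFRSF11B), and that of the genes shown lower from -1.97 (GKN2) to -0.74 (PTK6). In 10 genes it was above 1 or below -1, and in 0 genes above 2 or below -2. GKN2 had 15.0 counts per sample on average and a standard error of 0.74. All 21 had an unadjusted p under 0.05, the lowest 4.8e-04 (SKP2) and the highest 0.0282 (GKN2). Adjusted over all genes tested, the p-values ranged from 0.381 to 0.615 (edgeR's quasi-likelihood test) and 0 of the 21 passed 0.05. Adjusted over the 21 alone, all 21 passed, with a highest value of 0.0282; the genes were chosen by the paper on these samples, so this count shows no stability. Adjusted over all genes, 12 of the 21 passed without the filter on low counts, 8 with DESeq2 and 6 with the likelihood ratio test, and 0 with the replicate block. ICK is listed here under its current symbol, CILK1.

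**Figure D2:**
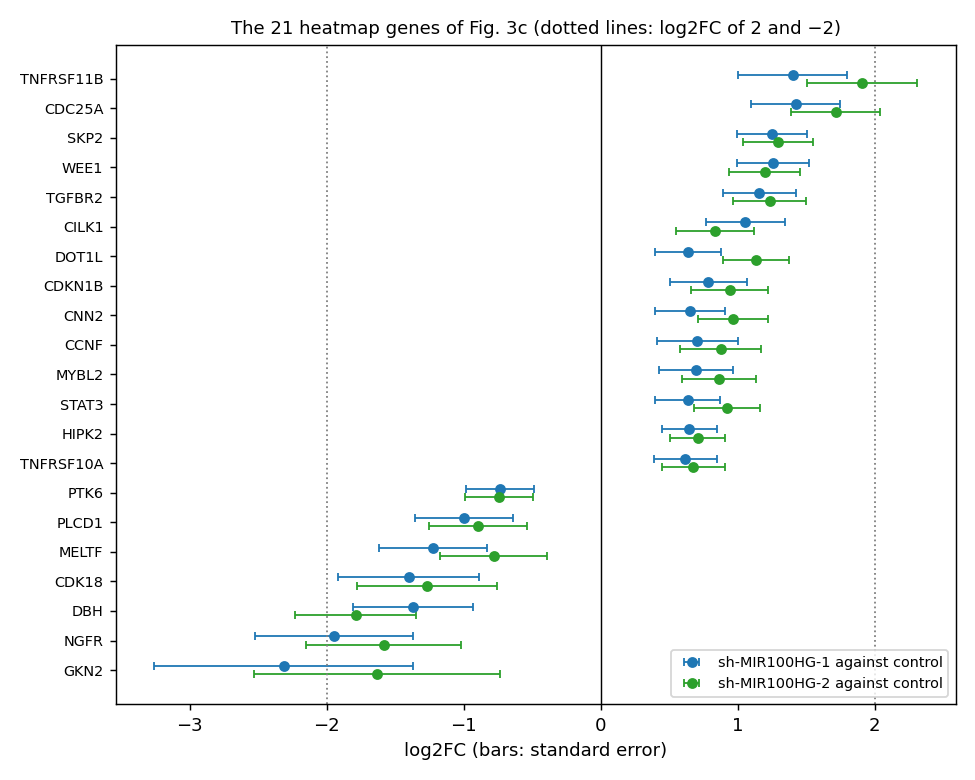
Log2FC of the 21 heatmap genes for sh-MIR100HG-1 (blue) and sh-MIR100HG-2 (green) against control. Points show the estimate from edgeR's model, error bars its standard error and dotted lines a log2FC of 2 and -2. Both shRNAs lie on the same side of 0 for every gene, and GKN2 with sh-MIR100HG-1, at -2.31, is the point beyond a dotted line.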

### MIR100HG and p27 form a triplex structure

To investigate how MIR100HG regulates p27 expression, we first employed nuclear cytoplasmic separation to identify the subcellular localization of MIR100HG. We used *GAPDH* and *ACTIN*, which are mainly located in the cytoplasm, as negative controls and *MALAT1*, which is located in the nucleus, as a positive control to validate the qPCR assay (Supplementary Figure S2A). Our results indicated that MIR100HG was mainly located in the nucleus, providing the possibility of interaction with genomic DNA.

Recent studies have shown that nuclear RNA can bind to specific genomic loci to form RNA–DNA triplex structures, which can, in turn, regulate gene transcription^38,39^. Since the formation of ncRNA–DNA triplexes follows specific base-pairing rules^26,40^, the binding motifs (triplex-forming oligonucleotides, TFOs) in ncRNAs and binding sites (triplex target sites, TTS) in the genome can be effectively predicted computationally. We used the LongTarget program to predict MIR100HG TFOs and their TTSs in the p27 region^41^. Through bioinformatics prediction, we found three TFOs in MIR100HG that specifically bound to p27 to form RNA–DNA triplex structures (Fig. 4a), which were located at 275–352 nt, 462–557 nt, and 2635–2688 nt of MIR100HG, respectively. Therefore, we inserted these sequences into pCDH vectors, named pCDH-MIR100HG-TFO1, pCDH-MIR100HG-TFO2, and pCDH-MIR100HG-TFO3, respectively (Fig. 4b). Following MIR100HG knockdown, the expression of p27 increased (group 2 in Fig. 4c), consistent with our earlier results (Fig. 3f–h). Overexpressed TFO1, but not TFO2 and TFO3, significantly abated the increase in p27 expression caused by MIR100HG knockdown (group 4 in Fig. 4c), suggesting that TFO1 can rescue the effects triggered by MIR100HG loss. To further confirm their role, we performed concomitant overexpression of TFOs (TFO1 + TFO2, TFO1 + TFO3, and TFO1 + TFO2 + TFO3) to determine possible synergistic effects among TFO1, TFO2, and TFO3 in the regulation of p27 expression. As shown in Supplementary Figure S2B, overexpressed TFO1 (group 4 in Supplementary Figure S2B), TFO1 + TFO2 (group 6 in Supplementary Figure S2B), and TFO1 + TFO3 (group 8 in Supplementary Figure S2B) partially abated the increase in p27 expression caused by loss of MIR100HG. However, additional overexpression of TFO2 (TFO1 + TFO2) and TFO3 (TFO1 + TFO3) weakened, rather than enhanced, the effects of TFO1 on p27 expression. Moreover, overexpression of TFO1 together with TFO2 and TFO3 (TFO1 + TFO2 + TFO3, group 10 in Supplementary Figure S2B) completely abolished the TFO1-related effects on p27 expression in cells expressing sh-MIR100HG. These results imply that although TFO2 and TFO3 cannot change p27 expression levels, they may compete with TFO1 in binding to p27 gene loci, thereby negatively affecting the TFO1-dependent regulation of p27 expression. Therefore, TFO1, TFO2, and TFO3 do not appear to work synergistically, with TFO1 of MIR100HG found to be the functional binding site on p27 loci.

**Fig. 4:**
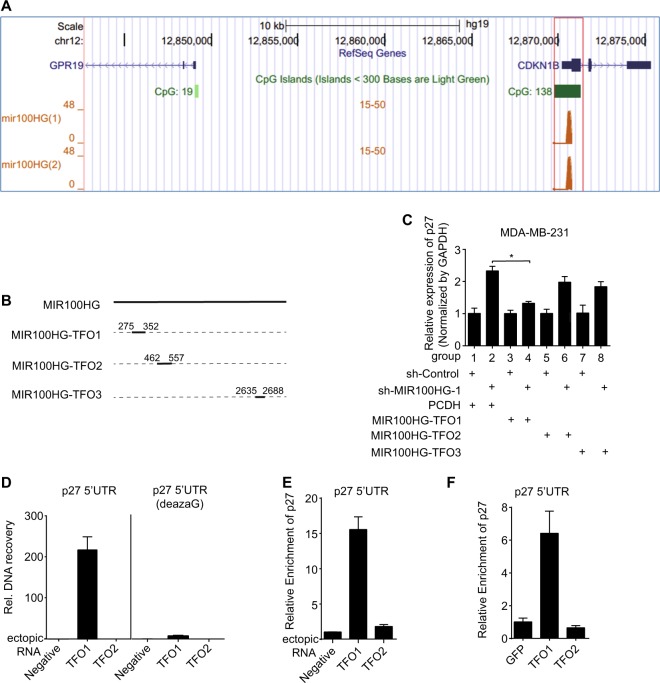
MIR100HG and p27 formed an RNA–DNA triplex structure. **a** Triplex structure prediction of MR100HG and p27 using LongTarget. **b** Vector constructions of pCDH-MIR100HG-TFO1, pCDH-MIR100HG-TFO2, and pCDH-MIR100HG-TFO3. **c** P27 levels by MIR100HG knockdown with/without overexpression of pCDH-MIR100HG-TFO1, pCDH-MIR100HG-TFO2, and pCDH-MIR100HG-TFO3. **d** MIR100HG physically interacted with p27 in vitro. P27 DNA duplex fragment ( + 141/ + 469) with normal dGTP (left) or with 7-deaza-dGTP (right) were pulled down by biotinylated TFO1,TFO2 probes, and thereafter quantified by qPCR. **e** MIR100HG interacted with p27 in nuclei. Biotinylated TFO1,TFO2 was incubated with nuclei and then bound to streptavidin beads. RNA-associated DNA was quantified by qPCR. **f** MIR100HG interacted with p27 in vivo. Biotinylated TFO1,TFO2 was incubated with chromatin and streptavidin beads. RNA-associated DNA was quantified by qPCR. The data represent three independent experiments (**c**–**f**). *P < 0.05 by one-way ANOVA

To determine whether TFO1 can bind to the DNA duplex, we performed an in vitro assay^38^ by amplifying the p27 DNA double-strand fragment at 5′UTR ( + 141/ + 469), known as triplex target DNA sites (TTSs), to bind to the TFO1 sequence (Fig. 4a) and thereafter co-incubate with biotin-labeled TFO1 probe for enrichment tests (qPCR). Results demonstrated that the p27 TTS sequence was significantly enriched at TFO1, but not at TFO2 (Fig. 4d, left). Moreover, we mutated the TTS fragment by amplifying the DNA duplex with 7-deaza-dGTP, which decreases the binding affinity of the DNA duplex to RNA^38^, and showed clearly weakened enrichment (Fig. 4d, right). Using the same method, we found that biotin-labeled TFO1 can bind to p27 in the nucleus (Fig. 4e). Therefore, we concluded that MIR100HG can bind to p27 through the RNA–DNA triplex. To prove that MIR100HG binds to p27 in vivo, we performed CHIRP assay by incubating biotin-labeled TFO1 with TNBC cell lysate. The qPCR assay indicated significant enrichment of p27 on TFO1, but not on TFO2 (Fig. 4f).

Taken together, our data demonstrated that MIR100HG, through the TFO1 sequence, binds to p27 gene loci to form RNA–DNA triplex structures, which subsequently regulate the expression of p27 (Supplementary Figure S2C).

### MIR100HG is highly expressed in poor survival TNBC

In analyzing expression profiles of breast cancer subtypes based on The Cancer Genome Atlas (TCGA) database, MIR100HG showed significantly higher expression in TNBC than in other subtypes of breast cancer (Fig. 5a). We also detected MIR100HG in various breast cancer cell lines and found higher expression in TNBC cells lines than in other cell types (Fig. 5b). Moreover, Kaplan–Meier survival analysis from the KM plot data of TNBC patients (Fig. 5c), but not of other breast cancer subtypes (Supplementary Figure S1G-I), showed that higher expression of MIR100HG was associated with lower survival rates. From the TCGA database of the same cohorts with MIR100HG, we found that p27 was significantly lower in TNBC compared with other breast cancer subtypes (Fig. 5d). Furthermore, p27 in various breast cancer cell lines detected by qPCR also showed lower expression in TNBC cell lines than in other cell types (Fig. 5e). Survival analysis of basal subtypes demonstrated better survival probability in patients with higher p27 expression (Fig. 5f).

**Fig. 5:**
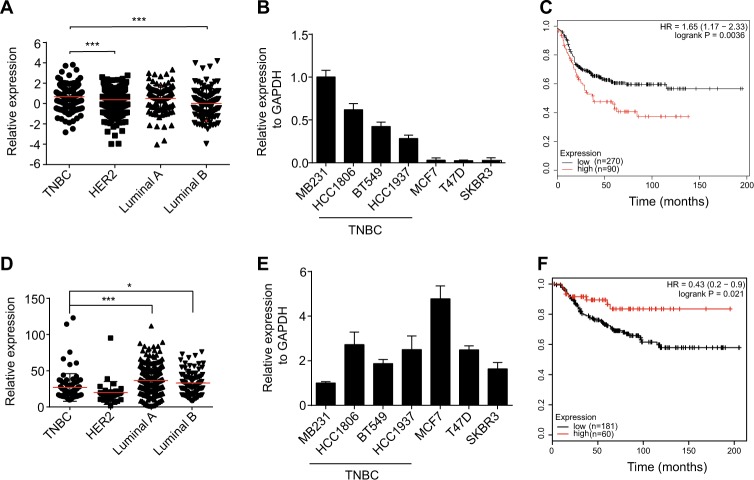
MIR100HG exhibited high expression in TNBC with poor survival. **a** MIR100HG expression in four molecular subtypes of breast cancer from the TCGA database. **b** qPCR analysis of MIR100HG expression in breast cancer cell lines. Transcript levels were normalized to GAPDH expression. **c** Kaplan–Meier curves for overall survival rate of 360 patients with breast cancer by MIR100HG expression in tumors (*P* = 0.0036).**d** P27 expression in four molecular subtypes of breast cancer from the TCGA database. **e** qPCR analysis of p27 expression in breast cancer cell lines. Transcript levels were normalized to GAPDH expression. **f** Kaplan–Meier curves for overall survival rate of 241 patients with breast cancer by p27 expression in tumors (*P* = 0.021). *P *<* 0.05, ***P < 0.001 by one-way ANOVA

## Discussion

MIR100HG has been linked to the progression of a few cancers^30,31,34^. Previous studies have focused on its interaction with miRNAs, which share common gene loci with MIR100HG. As a miRNA host gene, MIR100HG can silence miR-100 expression through epigenetic modification in breast cancer^32^. MIR100HG, miR-125b, and miR-100 also contribute in coordination to cetuximab resistance in colorectal cancer^30^. Furthermore, MIR100HG has been found to function independently of the host miR-125b in human neuroblastoma^42^. In the current study, we found that MIR100HG did not function through miR-100, miR-125b, or let-7a-2 (Supplementary Figure S1D, F). We functionally characterized MIR100HG in TNBC and determined that it formed an RNA–DNA triplex structure with p27 gene loci.

Recent studies have demonstrated the involvement of lncRNAs in the formation of RNA–DNA triplex structures^38,39,43,44^. Antisense lncRNA PARTICLE, which is located within MAT2A gene loci, can be transcribed from the MAT2A promoter when cells are exposed to low doses of radiation. PARTICLE can suppress MAT2A expression via formation of a triple helix and interaction with PRC2^43^. Another study reported that an RNA–DNA triplex structure in the promoter regions of Foxf1 and Pitx2 can act as an anchor to recruit PRC2, which regulates tissue differentiation^44^. Accumulating evidence shows that RNA–DNA triplex structures play critical roles in lncRNA function^38,39^. For example, they can act as anchors to recruit DNA methylation enzymes or histone-modifying proteins to specific sites in chromatin^38,39^, which can, in turn, regulate gene transcription. TFOs serve as transcriptional suppressors and can downregulate gene expression in cancer^29,45–47^. For example, TFOs directed to a particular sequence in the Ets2 promoter can repress transcription of this gene, thereby inducing growth inhibition and apoptosis in prostate cancer^46^. Myc-targeted TFOs can downregulate c-myc expression and induce growth arrest and death of tumor cells^47^. Moreover, triplex formation in the c-MYC gene can induce anti-proliferative activity in breast cancer^48,49^, leukemia^50^, and ovarian and cervical carcinomas^51^. However, there are few reports on the involvement of lncRNAs in the formation of triplex structures in cancer. Triplex structure formation provides a universal mechanism for targeting specific DNA sequences by long intergenic noncoding RNAs to chromatin modifiers in the genome^52^. In our study, we found that MIR100HG bound to p27 and formed a triplex structure to regulate cell proliferation in TNBC. In general, lncRNAs can interact with EZH2 to repress p27 through histone methylation (H3K27me3) on p27 promoters^53^ or interact with transcription factors, which directly bind and activate the p27 promoter in tumors^54^. We found a new mechanism, whereby MIR100HG formed a triplex structure with p27, which might recruit epigenetically-modified proteins to directly bind and activate the p27 promoter to regulate cell proliferation in TNBC (Supplementary Figure S2C, D).

It has been well reported that both p21 and p27 act as cyclin-dependent kinase inhibitors^55^, and cyclin D1 is required for cell cycle progression in G1^56^. Our results showed that the expression of p21 and p27 decreased at both the protein and mRNA levels, and the expression of cyclin D1 increased with MIR100HG overexpression (Fig. 3d, e). Consistent with the overexpression experiments, knockdown of MIR100HG increased p21 and p27 at the protein and RNA levels. In contrast, the expression of cyclin D1 was decreased (Fig. 3f, g). p21, p27, and cyclin D1 are G1/S checkpoint cell cycle regulatory proteins, with p21 and p27 acting on the CDK4/6-cyclin D1 complex, thereby preventing cell cycle progression in the G1 phase. Both p21 and p27 act as cell cycle inhibitors, deterring G1 phase progression, whereas cyclin D1 promotes G1/S transition. These results were consistent with our findings on MIR100HG-dependent phenotypes (Figs. 1, 2). To determine the potential of MIR100HG to form DNA-RNA triplex structures and thereby regulate targeted gene expression, we performed bioinformatics prediction and found that MIR100HG could specifically form RNA–DNA triplex structures with the gene loci of p27 (CDKN1B) (Fig. 4a), but not with that of p21 or cyclin D1. Subsequently, we focused on the characterization of the MIR100HG-CDKN1B triplex structure. Our results verified p27 as a direct target of MIR100HG. Despite this, however, we cannot exclude the possibility that MIR100HG may also directly regulate p21 and cyclin D1 by additional mechanisms.

In summary, we found a novel mechanism for MIR100HG in TNBC. MIR100HG formed a triplex structure with p27. Through regulating the expression of p27, MIR100HG promoted cell proliferation in TNBC. Increased expression of MIR100HG was associated with poor prognosis. Thus, MIR100HG may be a potential biomarker of TNBC and may provide broader perspective for the treatment or cure of TNBC.

## Materials and methods

### Cell culture

MDA-MB-231 cells were cultured in DMEM/F12 medium with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin solution. BT549 cells were cultured in RPMI-1640 medium with 10% FBS and 1% penicillin/streptomycin solution. All cell lines were maintained in a cell culture incubator with 5% CO_2_ at 37 °C.

### RNA extraction and qPCR

Total RNA was isolated from cell lines using TRIzol reagent (Life Technologies). The cDNA was synthesized using a PrimeScript RT reagent kit (TaKaRa) according to the manufacturer’s instructions. After completing the reverse transcription of total RNA, qPCR was performed to detect the expressions of related genes using a SYBR Green PCR Master Mix (Applied Biosystems) on a QuanStudio 3 Applied Biosystems (Thermo Fisher Scientific). Primer sequences are listed in Supplementary Table S1.

### ShRNA-mediated knockdown

The shRNA targeting MIR100HG was inserted into the pLKO.1 cloning vector, and then co-transfected into 293T cells with vectors pMD2.G and psPAX2 at a ratio of 4:1:3 to produce a lentivirus. The packaged lentivirus was then used to infect MDA-MB-231 and BT549 cells, with sh-TRC (Addgene #10879) used as the control. After 72 h, the cells were collected for RNA and protein level detection. 

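The target of sh-MIR100HG-1, TTCCTCTGTTTGTACTTAAAT, matches GRCh37 at a single place, chromosome 11 from 121962132 to 121962152 on the minus strand. The target of sh-MIR100HG-2, GAGAGTGACCTACAGAATAAA, also matches a single place, chromosome 11 from 121961961 to 121961981 on the minus strand. Both lie in exons of MIR100HG, the first in 32 and the second in 30 of its annotated transcripts, and within an exon block on which its reads were counted. The MIR100HG primers for qPCR match the same part of the gene, from 121962375 to 121962393 (forward) and from 121962289 to 121962308 (reverse).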

The sh-RNA sequences are listed in Supplementary Table S1.

### MIR100HG overexpression

The full-length sequence of MIR100HG was amplified and inserted into the pCDH vector (System Biosciences). The newly built constructs were transfected into 293T cells to produce a lentivirus. The packaged lentivirus was then used to infect MDA-MB-231 cells. We then generated MIR100HG stably expressed cells selected by 2 μg/ml puromycin for approximately 2 weeks starting at 4 days after virus infection. Cells were collected after 72 h to detect the efficiency of MIR100HG overexpression using qPCR.

### Cell proliferation assay

The infected MDA-MB-231 and BT549 cells with stable MIR100HG expression were seeded into 96-well plates at a density of 2 000 cells per well, then cultured for 0, 24, 48, and 72 h, respectively, in a cell culture incubator at 37 °C. Cells were then treated with 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H tetrazolium, inner salt (MTS) (CellTiter 96® AQueous One Solution Cell Proliferation Assay) for 2 h. Optical density (OD) was measured with a plate reader (Biotek, model Synergy HTi) at 490 nm.

### Cell cycle analysis by flow cytometry

Cells were fixed in 70% ethanol at 4 °C for 48 h. Afterwards, the cells were washed in phosphate-buffered saline (PBS), stained with propidium iodide (PI), RNase A, and NP-40, and finally incubated at 37 °C for 30 min. Cell cycle distribution was detected by flow cytometry (BD, LSR Fortessa). Data were analyzed by FlowJo software.

### Bromodeoxyuridine (BrdU) staining

Cells were seeded in 24-well plates at an initial density of 1 × 10^5^ cells/well. After incubation with 10 μmol*/*L BrdU solution37 °C for 45 min, the cells were fixed with paraformaldehyde for 15 min at room temperature. The cells were thereafter washed once with PBS and treated with DNase for 15 min, then again washed with PBS and incubated with BrdU antibody for 8 h at 4 °C. Afterwards, the cells were incubated with secondary antibody for 1 h at room temperature. The nuclei were then stained with DAPI and at least five fields were selected for statistical analysis.

### Nuclear cytoplasmic separation

A PARIS™ kit was used to extract the cytoplasm and nucleus from MDA-MB-231 cells. RNA extracted from the cytoplasm and nucleus was used to detect the expression levels of *GAPDH*, *MALAT1*, and *MIR100HG* by qPCR. We used *GAPDH*, which is located in the cytoplasm, as a negative control and *MALAT1*, which is located in the nucleus, as a positive control.

### Western blot analysis

Cell were treated with lysis buffer for 30 min. Proteins were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidenefluoride (PVDF) membranes (Millipore). The membranes were probed with specific antibodies against GAPDH (Abcam), cyclin D1 (Abcam), p21 (Abcam), and p27 (Abcam), then incubated for 1 h at room temperature with appropriate HRP-linked secondary antibodies (Sigma) and detected with chemiluminescent HRP substrate (Millipore).

### Mouse xenograft model

The MDA-MB-231 cells transduced with sh-TRC or sh-MIR100HG were resuspended (1 × 10^6^) in PBS/Matrigel mixture, and then injected orthotopically into 8-week-old female nude mice. Each experimental group contained six mice. All mice were sacrificed by cervical dislocation, with tumors then surgically collected and weighed. All experimental procedures and animal care and handling were performed per the protocols approved by the Ethics Committee of the Kunming Institute of Zoology, Chinese Academy of Sciences.

### RNA-seq data analysis

Barcodes were trimmed from RNA-seq raw reads, the quality of which was confirmed with FASTQC (v0.10.1). High-quality reads were mapped to the Genecode fasta file (GRCh37.primary_assembly.genome.fa) with STAR (STAR_2.4.2a). The Gencode annotation GTF file (gencode.v25lift37.annotation.gtf) was used to improve mapping accuracy. FeatureCounts(v1.4.6-p5) was used to assign sequence reads to exon features and then group exons into genes. Genes that possessed less than five raw reads in half the samples were deleted. The raw counts were normalized, and differentially expressed genes (DEGs) were determined using edgeR. Specifically, the quasi-likelihood method (glmLRT) in edgeR was used to determine DEGs. Log2FC > 2 or Log2FC < −2 and FDR < = 0.05 were used to isolate the final significant DEGs.

### Triplex structure prediction

We assembled all MIR100HG transcripts (in human genome hg38) into a lncRNA sequence and used the LongTarget program to predict the lncRNA sequence’s DNA-binding motif and binding sites in the CDKN1B region^41^. A clear triplex structure was generated at the CDKN1B promoter by TFO1 (best predicted DNA-binding motif) and TFO2 (second best predicted DNA-binding motif).

### In vitro triplex pull-down assay

Primers were designed to amplify the 5′UTR fragment (+ 141/ + 469) of p27 from the genome and the PCR product was digested with exonuclease I. Afterwards, 100 fmol of the PCR fragment was added and incubated with 1 pmol of biotin-labeled RNA in the triplex hybridization solutionat at 37 °C for 30 min. 

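The p27 TTS primers, CTGGTCCCCTCTCCTCTCC and CCTCGGAGCCAAAAGACACA, bound a fragment of 148 bp on chromosome 12 of GRCh37, from 12870515 to 12870662. In the transcript CDKN1B-201, which starts at 12870302 and has a 5′UTR of 472 nt, the fragment runs from position 214 to position 361, counted from 1 at the transcript start, and ends 112 bp before the start of the coding sequence at 12870774. Counted from the same start, the paper's fragment from +141 to +469 would span 329 bp, from 12870442 to 12870770, and holds the fragment between the primers. The plus-strand sequence between the primers' outer ends is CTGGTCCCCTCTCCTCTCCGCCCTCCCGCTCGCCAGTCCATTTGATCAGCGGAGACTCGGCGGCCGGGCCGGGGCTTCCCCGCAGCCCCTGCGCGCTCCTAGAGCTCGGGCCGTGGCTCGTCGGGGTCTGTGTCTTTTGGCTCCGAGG, with a GC content of 71.6%. Its longest run of pyrimidines is 15 bases, TCCCCTCTCCTCTCC, and its longest run of purines is 5 bases. The forward primer also matches an intron of TSPAN4 on chromosome 11, from 850604 to 850622, while the reverse primer has no other match.

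**Figure D3:**
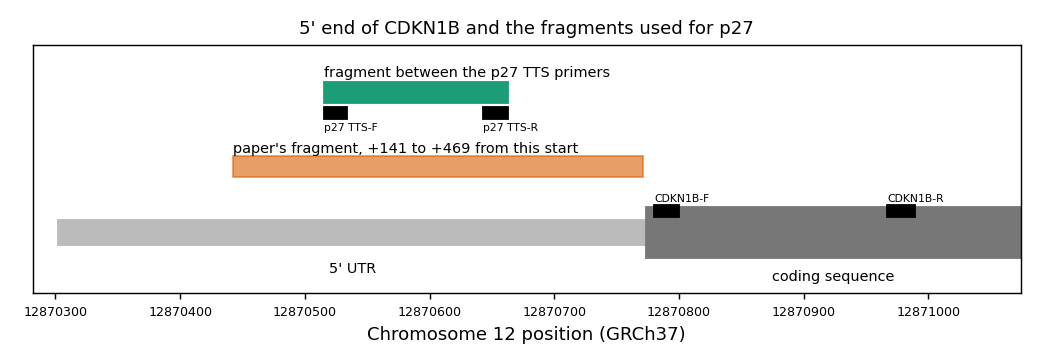
The 5′ end of CDKN1B-201 on chromosome 12 (GRCh37 position on the horizontal axis), with the 5′UTR in light grey, the start of the coding sequence in dark grey, primers in black, the paper's fragment in orange and the fragment between the p27 TTS primers in green. Both fragments end before the coding sequence starts at 12870774.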

The RNA–DNA mixture was incubated with streptavidin beads at 37 °C for 40 min. Finally, the RNA-associated DNA was eluted with RNase A and proteinase K, analyzed by qPCR, and normalized to input DNA.

### Nuclei triplex capture assay

Nuclei triplex capture assay was performed followed the protocol from Postepska-Igielska A et al^38^. In brief, 3 × 10^6^ nuclei from MDA-MB-231 cells were incubated with 8 pmol biotinylated RNA in buffer (10 mM Tris-HCl [pH 7.5], 20 mM KCl, 10 mM MgCl_2_, and RNAs in) for 1 h. Nuclei were sonicated (10 cycles, 30 s ON and 30 s OFF) and spined at 10,000 RPM for 5 min. Then, supernatant was incubated with streptavidin beads for 40 min. RNA–DNA triplex complexes were washed three times with a buffer containing 150 mM KCl, 10 mM Tris-HCl (pH 7.5), 5 mM MgCl_2_, 0.5% NP-40, and RNasin and once with buffer containing 15 mM KCl, 10 mM Tris-HCl (pH 7.5), and 5 mM MgCl_2_. The RNA-associated DNA was eluted with 1% SDS, 50 mM Tris-HCl (pH 8.0), and 10 mM EDTA for 5 min at 65 °C and digested with RNase A (50 ng/ml, 30 min at 37 °C) and proteinase K (200 ng/ml, 15 min at 37 °C). The QPCR analysis was performed after DNA was purified with phenol-chloroform extraction and ethanol precipitation.

### Chromatin isolation by RNA purification (CHIRP)

First, 2 × 10^7^ cells were fixed with glutaraldehyde for 10 min and then ultrasonically broken into 200–500-bp DNA fragments. The biotin-labeled RNA was incubated with the DNA fragments at 37 °C for 4 h with shaking. We then added 100 μL of streptavidin beads to each tube. Finally, RNA-associated DNA was eluted with RNase A and proteinase K, analyzed by qPCR, and normalized to input DNA.

### TCGA data analysis

The raw sequence data were processed through the standard Illumina pipelines for base-calling and fastq file generation. Paired-end reads were mapped to the human genome primary assembly (GRCh37)^57^, and the Ensembl human gene annotation for GRCh37 genebuild was used to improve mapping accuracy with STAR software (STAR_2.4.2a)^58^. FeatureCounts (v1.4.6-p5)^59^ software was used to assign sequence reads to genes. Mitochondrial genes, ribosomal genes, and genes possessing fewer than five raw reads in half the samples were removed. Differential expression analysis was performed with the Bioconductor edgeR package 1.6^60^ using an over-dispersed Poisson model with a common dispersion parameter combined with the exact test. Significant genes were determined by an adjusted *P*-value of <0.05 based on the Benjamini-Hochberg multiple-testing correction and a log2-transformed fold change >2 or less than −2.

### Statistical analysis

All error bars indicate standard error mean (SEM). Student’s *t* test was used for two-sample comparisons. For multiple-sample comparisons, one-way or two-way analysis of variance (ANOVA) was performed, followed by Bonferroni’s multiple comparison test.

## Electronic supplementary material

Supplementary Table

Supplementary Figures

Supplementary figure legends

# Supplementary material for: LncRNA MIR100HG promotes cell proliferation in triple-negative breast cancer through triplex formation with p27 loci
**Source:** Cell Death Dis. 2018 Jul 24;9(8):805. doi: 10.1038/s41419-018-0869-2
**Supplement:** Supplementary file 1 — Supplementary Table

**Table S1. Primers and shRNA sequences used in this paper**

| Primer | Sequence |
| --- | --- |
| GAPDH-F | GGGAAATTCAACGGCACAGT |
| GAPDH-R | AGATGGTGATGGGCTTCCC |
| MIR100HG-F | CCCAGTGCAAGGACAAAGA |
| MIR100HG-R | GCAGAGGAGGTGTCTTCAGG |
| CDKN1A-F | GGGTGGCTCACTCTTCTGGC |
| CDKN1A-R | TGGCCTTGCCCGGGCTTGTC |
| CDKN1B-F | AACGTGCGAGTGTCTAACGG |
| CDKN1B-R | CCCTCTAGGGGTTTGTGATTCT |
| BLID-F | TACACAGGATGGATAGAGCGAG |
| BLID-R | CTTTGTTGGAACCCAAGAGCG |
| UBASH3B-F | CCATGTCGGTGACCCCTTC |
| UBASH3B-R | GCTGTCCTCGCACATAAAGAA |
| SORL1-F | CAAGGTGTACGGACAGGTTAGT |
| SORL1-R | CCAATGCCAGGCTATCTCG |
| MALAT1-F | GTGTGCCAATGTTTCGTTTG |
| MALAT1-R | AGGAGAAAGTGCCATGGTTG |
| p27 TTS-F | CTGGTCCCCTCTCCTCTCC |
| p27 TTS-R | CCTCGGAGCCAAAAGACACA |
| shRNA oligo |  |
| sh-MIR100HG-1F | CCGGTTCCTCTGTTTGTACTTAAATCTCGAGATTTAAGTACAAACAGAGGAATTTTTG |
| sh-MIR100HG-1R | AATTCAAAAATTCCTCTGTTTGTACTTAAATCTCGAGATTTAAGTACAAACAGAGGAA |
| sh-MIR1000HG-2F | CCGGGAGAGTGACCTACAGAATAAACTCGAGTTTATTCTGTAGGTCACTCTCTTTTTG |
| sh-MIR1000HG-2R | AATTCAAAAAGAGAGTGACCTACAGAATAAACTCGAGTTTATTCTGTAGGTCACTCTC |

# Supplementary material for: LncRNA MIR100HG promotes cell proliferation in triple-negative breast cancer through triplex formation with p27 loci
**Source:** Cell Death Dis. 2018 Jul 24;9(8):805. doi: 10.1038/s41419-018-0869-2
**Supplement:** Supplementary file 3 — Supplementary figure legends

**Supplementary figure legends**

Figure S1. (A) Knockdown efficiencies of two shRNAs for MIR100HG in BT549 cells. Transcript levels of MIR100HG were normalized to GAPDH expression. (B) MTS assay of proliferation of sh-MIR100HG-transfected BT549 cells. (C, E) qPCR analysis of expression levels of neighboring genes *BLID*, *UBASH3B*, and *SORL1* after MIR100HG downregulation in MDA-MB-231 (C) and BT549 cells (E). (D, F) qPCR analysis of expression levels of has-miR100-3p, has-miR100-5p, has-miR125b-5p, and has-let-7a-5p after overexpression of MIR100HG in MDA-MB-231 (D) and BT549 cells (F). (G-I) Kaplan-Meier curves for overall survival rate of 841, 407, and 156 patients with luminal A, luminal B, and HER2, respectively, by MIR100HG expression in tumors. ****P* < 0.001 by one-way ANOVA.

Figure S2. (A) qPCR detection of MIR100HG levels in cellular fractions from MDA-MB-231 cells. MALAT1 and GAPDH were applied as controls for the nucleus and cytoplasm, respectively. (B) P27 levels by MIR100HG knockdown with/without overexpression of pCDH-MIR100HG-TFO1, pCDH-MIR100HG-TFO2, and pCDH-MIR100HG-TFO3. (C) Working model illustrating the RNA-DNA triplex structures formed by MIR100HG, through the TFO1 sequence, and p27 gene loci. (D) TFOs in MIR100HG matched the triplex target DNA sites (TTSs) of human CDKN1B. **P* < 0.05, ****P* < 0.001 by one-way ANOVA.

How the deposited data were processed for this re-analysis (not part of the article)

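RNA-seq was performed by the authors on MDA-MB-231 cells, a triple-negative breast cancer cell line, infected with lentivirus carrying sh-TRC (control), sh-MIR100HG-1 or sh-MIR100HG-2. The 3 conditions have 2 biological replicates each, 6 samples in all, and were taken from the sample labels together with the legend of Fig. 3, which names the replicates.

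The values used are raw counts per gene, which the authors deposited without normalization. According to the methods, the authors trimmed barcodes, looked at read quality with FASTQC, mapped the reads to GRCh37 with STAR and the GENCODE annotation lifted to that build, and assigned reads to exons grouped into genes with FeatureCounts. The methods text does not name the strandedness of the counting or the handling of reads that map to several places, so genes that overlap others or share sequence with paralogs are uncertain. The table lists 27745 genes. An annotation of the same build gave a symbol to 26966 of them, and 779 had no match there. By that annotation 19595 are protein-coding genes and 7253 are long non-coding RNA genes, and 6396 genes had 0 counts in all samples. MIR100HG stands last in the table. Gene lengths deposited with the counts were used only for the correction described below.

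Total counts per sample ranged from 43804736 to 64588388, with a median of 51553219.5. Replicates are biological replicates by the labels and the legend, and each was kept as a separate sample. The common biological coefficient of variation was 27.8%, and for genes with few counts, such as BLID with 9.2 counts per sample on average, counting error adds to it.

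Genes with less than 5 counts in at least 3 of the 6 samples were removed (12373 genes), which follows the filter in the methods, and 15372 were tested. Normalization used the TMM method of edgeR 4.0.16 in R 4.3.3. The 3 groups were fitted in a single model with edgeR's quasi-likelihood method (glmQLFit and glmQLFTest) with 3 residual degrees of freedom and a prior of 5.37 degrees of freedom for the dispersion. The comparisons were the mean of both shRNA groups against control, each shRNA against control, and sh-MIR100HG-2 against sh-MIR100HG-1. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Genes were called at an adjusted p at or below 0.05 and a log2FC above 2 or below -2, as in the paper, and also at the adjusted p alone. The quasi-likelihood fit was run as edgeR's installed default. An earlier run had used the bias-adjusted form of the fit, and the default was restored after both had been seen; both call 0 genes, and the bias-adjusted form is reported as an alternative. The CPM values are TMM-normalized counts scaled to library size, with a pseudocount of 0.125 CPM for values on the log2 scale. Exact permutation tests compared 4 knockdown with 2 control samples over all 15 splits, two-sided, with a smallest possible p of 0.0667.

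Gene lists (S phase, G2/M, cell cycle regulators, interferon response and p53 targets) were compared with all other genes by camera in limma 3.58.1 with an inter-gene correlation of 0.01. The S-phase and G2/M lists are those distributed with the Seurat package and the others were written by hand. All 5 lists were written before the data were examined. Set then were only the S-phase and G2/M tests of both shRNAs together against control and the overlap of the regulators with called genes. The genes reported by name are those the paper names for the RNA-seq, its targets, neighbours and controls, and, between the shRNAs, genes among the 3 higher and 3 lower ones with the smallest p, not all of which are reported. The rule also named the called genes with the smallest p, of which there were 0. Reported by name beside these are the cell cycle regulators at an unadjusted p under 0.05. COL1A1, ARID3A, DICER1 and DAZAP2 were taken from the genes with the smallest p after knockdown, once their values had been seen.

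Sites of microRNAs and of the shRNA guides were counted as 7-mers in annotated 3′UTRs with Python 3.11.15 and pysam 0.24.0. For each 7-mer, the mean log2FC of genes with a site was compared with that of genes without one after the trends on 3′UTR length and GC content were removed, and placed as a percentile among 16236 7-mers and among those of the same base composition. Positions of shRNA targets, primers and microRNAs were found by exact matches to GRCh37.

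The tests were tried on simulated data. For the counts, 67, 67 and 66 genes were changed by a log2FC of 1, 2 and 3 in counts drawn from the means and library sizes of these samples, and the share recovered is given beside the numbers of called genes. A shift of 0.1 in the log2FC of the 1966 genes that carry a simulated site placed that site at percentile 100.0, against 81.89 without the shift. Families of microRNAs were compared by the mean percentile of their sites with a two-sided permutation test. A simulated shift of 0.05 per site was found by that test (permutation p of 2e-05, and 0.774 without the shift); an earlier simulation, which shifted each gene once whatever its number of sites, did not pass 0.05 and was replaced after the result on the measured values had been seen, with the test itself unchanged.

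Alternatives set before the data were examined were DESeq2's size factors or library size alone in place of TMM, the likelihood ratio test, DESeq2 1.42.0, the filterByExpr filter or no filter, a 2-group model, only the groups compared in the fit, the replicate number as a block, a correction for GC content and gene length with and without that block, other fold thresholds, a test against a log2FC of 2, calls by shRNA, an estimated inter-gene correlation for the S-phase and G2/M lists after knockdown, protein-coding genes only, and leaving out each sample in turn. Added after the data were seen were the block with the control numbers crossed, the bias-adjusted quasi-likelihood fit, the likelihood ratio test with the 2-group model, the first principal component of the residuals as a covariate, the estimated inter-gene correlation for other lists and comparisons, the alternatives for let-7 sites, all listed microRNA families, and leaving 3′UTR length and GC content in place; removing these trends is itself not named in the design set beforehand. The pairing in the block rests on the replicate numbers in the labels; the paper's text does not say whether same-numbered samples were handled together. With 2 control samples, counts of other splits of the samples were not made. Ontology and pathway memberships were not used here. Experiments of the paper other than this RNA-seq were not analysed here.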

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

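The tests of explanations for the differences between the shRNAs, and that of the interferon list with an estimated inter-gene correlation, were chosen after the result was seen; those of the other explanations were written before the value that decides them was seen, though after the data were in hand. The sample means below are on the log2 scale relative to the mean of the controls.

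The shRNAs differ in cell cycle genes. The mean log2FC of sh-MIR100HG-2 against sh-MIR100HG-1 was -0.48 for the G2/M list (48 of 54 genes lower) and -0.26 for the S-phase list (31 of 43 lower), with adjusted p-values over 5 lists of 3.3e-10 and 0.00537 from limma's camera. The G2/M means were -0.34 in KD2-1 and -0.35 in KD2-2, against 0.08 in KD1-1, 0.21 in KD1-2, 0.12 in CTR1 and -0.12 in CTR2. For the S-phase list they were -0.06 and -0.17 in KD2-1 and KD2-2 and 0.19 and 0.12 in KD1-1 and KD1-2. With GC content and gene length trends removed, the camera p was 9.7e-10 for G2/M and 0.00422 for S phase, so both still passed. With each of the 4 knockdown samples left out, the mean differences relative to all genes closest to 0 were -0.37 for G2/M and -0.20 for S phase, so no single sample carries either difference. With the inter-gene correlation estimated from the samples, the camera p was 0.0144 for G2/M and 0.0392 for S phase. Off-target binding of the shRNA guides through their seeds was examined between the shRNAs: genes with the 7-mer of the sh-MIR100HG-1 guide lay at percentile 16.2 among 7-mers of the same base composition and those with the 7-mer of the sh-MIR100HG-2 guide at percentile 78.6. Among all 7-mers they lay at 66.6 and 96.3, the latter on the side that binding of the sh-MIR100HG-2 guide would give, so a part played by seed matches cannot be excluded. Relative to all genes, the mean difference stayed between -0.48 and -0.35 for G2/M and between -0.26 and -0.20 for S phase across the 12 alternatives. The first principal component, described below, parts CTR1, KD1-1 and KD1-2 from CTR2, KD2-1 and KD2-2. Reads of mitochondrial genes split likewise, 3.30% to 3.46% of counts in the former and 1.52% to 2.41% in the latter. Without a knockdown, the G2/M list was also lower in CTR2 than in CTR1. A technical part in the difference between the shRNAs therefore cannot be excluded. Other technical sources, such as cultures that differed in density or in the share of infected cells, cannot be examined with 2 samples per shRNA. A candidate explanation is that cells with sh-MIR100HG-2 held a smaller share of cycling cells at collection than cells with sh-MIR100HG-1; this is a hypothesis found and tested on the same samples, in which shRNA and culture cannot be told apart.

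Interferon response genes, which the paper does not discuss, are lower with sh-MIR100HG-1. Their mean log2FC against control was -1.12, with 33 of 34 genes lower (adjusted p = 4.1e-24 over 5 lists, limma's camera), and -0.58 for both shRNAs together, again with 33 of 34 lower (adjusted p = 1.5e-08). For sh-MIR100HG-2 against control it was -0.03 (adjusted p = 0.870), and the difference of sh-MIR100HG-2 from sh-MIR100HG-1 was 1.09 (30 of 34 genes higher, adjusted p = 1.1e-20). The means were -0.36 in CTR1, 0.36 in CTR2, -1.11 in KD1-1, -0.92 in KD1-2, 0.35 in KD2-1 and -0.26 in KD2-2. Against each control alone, the mean of the knockdown samples was lower by both, at -0.13 against CTR1 and -0.84 against CTR2, so the size of the decrease for both shRNAs together rests largely on CTR2. Relative to all genes it was -0.06 in the fit without CTR2. For sh-MIR100HG-1 alone, the mean against control lay between -1.36 and -0.64 relative to all genes, with 1 sample of these groups left out. With GC content and gene length trends removed, the camera p was 2.0e-09 for both shRNAs together and 2.0e-25 between the shRNAs. An effect of sh-MIR100HG-1 alone is in line with the camera p of 0.870 for sh-MIR100HG-2, and the difference between the shRNAs above tests it directly. With each knockdown sample left out, the difference between the shRNAs stayed at 0.79 or above, relative to all genes. The genes of the list vary together between replicates, and with the inter-gene correlation estimated from the samples the camera p was 0.163 for both shRNAs together, 0.0517 for sh-MIR100HG-1 and 0.0649 between the shRNAs. The pattern therefore cannot be told apart from a shared swing of these genes between cultures, whichever shRNA they carry.

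Genes with a let-7 site in their 3′UTR, which the paper does not analyse, are slightly higher after knockdown. The 1510 genes with the 7-mer CTACCTC had a mean log2FC 0.068 above other genes once 3′UTR length and GC content were removed. This ranked 4 of 16236 7-mers. With these trends left in place, 53.5% of them were higher after knockdown against 46.0% of genes without the site. The 7-mer of the sh-MIR100HG-1 guide showed a like gap, 53.1% against 45.4%, but lay at percentile 59.9 once the trends were removed. That gap therefore does not speak for let-7. The let-7 site, with the trends removed, lay at percentile 99.98 for sh-MIR100HG-1 and 99.97 for sh-MIR100HG-2. Among 7-mers of the same base composition it lay at percentile 100. An extreme place in this composition class also arose without a knockdown, since for CTR2 against CTR1 the site lay at percentile 0.952 there, with a mean difference of -0.02, and at 10.9 among all 7-mers. With 3′UTR length and GC content left in place the site lay at 96.2 among all 7-mers for the knockdown, 75.1 for sh-MIR100HG-1, 99.9 for sh-MIR100HG-2 and 79.1 against CTR2 alone, and at 100 among those of the same base composition in each of these, so its place among all 7-mers depends on removing these trends. With them removed, the lowest percentile against each control alone was 99.7. Loss of the microRNAs hosted by MIR100HG was examined through let-7a together with miR-125b, and the miR-125b site lay at percentile 82.0 for sh-MIR100HG-1 and 89.8 for sh-MIR100HG-2, so that explanation was not met as set. The miR-100 site lay at 77.5 and 83.5. With 6-mers the percentiles were 98.0 and 97.05 for miR-100 and 48.7 and 97.2 for miR-125b, so a weaker loss of these microRNAs cannot be excluded. let-7a is also encoded at places outside MIR100HG. Other 7-mers among the highest match seeds of microRNAs that MIR100HG does not host, such as TGGTGCT (miR-29, rank 1) and TGCTGCT (miR-15 and miR-16, rank 7). A weaker effect of microRNAs in general in cells that express a hairpin was therefore examined. The paper's text does not say whether the sh-TRC control encodes a hairpin. If it does not, every comparison with control is also one of a hairpin against none. The families were listed before the test. Of these, 12 broadly expressed ones and 12 restricted to certain tissues had their sequence found at an annotated hairpin. The mean percentile of their sites differed by 23.2 between these classes for the knockdown (two-sided permutation test, p = 0.0254), but the permutation p was 0.147 for sh-MIR100HG-1 and 0.00679 for sh-MIR100HG-2, so the difference was not met for both shRNAs. Over all listed families, 18 and 22, a comparison added after the result was seen, it was 17.2 for the knockdown, with a permutation p of 0.0294, and the permutation p was 0.0778 for sh-MIR100HG-1 and 0.0196 for sh-MIR100HG-2. With the 12 and 12 families, the permutation p was 0.00247 against CTR1 alone and 0.178 against CTR2 alone. With all listed families the permutation p was 0.00949 and 0.152 in the same order. That broader pattern therefore cannot be told apart from an effect of a single control. The higher level of let-7 target genes is left as a hypothesis, with no measurement of the microRNAs themselves in these samples.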

How the results depend on the processing

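The alternatives below were set before the data were examined, apart from the replicate block with crossed control numbers, the bias-adjusted quasi-likelihood fit, the likelihood ratio test with the 2-group model, the first principal component as a covariate, the estimated inter-gene correlation outside the S-phase and G2/M lists after knockdown, the alternatives for let-7 sites, all listed microRNA families and, for the seed matches, leaving 3′UTR length and GC content in place, which were chosen after seeing the data.

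The numbers of called genes depend on the test, the filter and the model. At both thresholds the quasi-likelihood test called 0 genes after knockdown, with 1180 genes at an unadjusted p under 0.05. The likelihood ratio test called 26 (4 higher, 22 lower), DESeq2 9 (4 higher, 5 lower) and the quasi-likelihood test without a filter on low counts 123 (6 higher, 117 lower). At the adjusted p alone these called 109 (45 higher, 64 lower), 124 (73 higher, 51 lower) and 392 (118 higher, 274 lower). Of the alternatives chosen after seeing the data, the likelihood ratio test with the 2-group model called 9 genes at both thresholds and 61 at the adjusted p alone, and the principal component as a covariate 6 and 52. For sh-MIR100HG-1 the likelihood ratio test called 11, DESeq2 14 and the test without a filter 35, and for sh-MIR100HG-2 they called 41, 27 and 218, with 8 under the principal component. Between the shRNAs these called 91, 94 and 679 genes at the adjusted p, and fitting only the groups compared called 7. Every other alternative run for these counts called 0, among them the fits that each left out 1 of the 4 knockdown samples, which ranged from 0 to 0 genes; with a control left out no call was made. Of the 26 genes the likelihood ratio test called at both thresholds, 18 had under 50 counts per sample on average. At the adjusted p alone, 84 of the 124 genes called by DESeq2 were also among the 109. In the simulated counts, false calls were counted at the adjusted p alone, with no fold threshold. With a separate dispersion for each gene, 1.4% of the calls of the quasi-likelihood test were false. The share was 35.4% with the likelihood ratio test and 47.1% with DESeq2. With dispersions on the trend alone these were 5.9%, 13.1% and 10.8%. The cause of the larger numbers without a filter was not tested.

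Of the 21 heatmap genes, 6 passed the adjusted p with the likelihood ratio test, 8 with DESeq2, 12 without a filter, 6 with the likelihood ratio test and the 2-group model and 3 with the principal component; 0 passed under every other alternative. The overlap of cell cycle regulators with genes called at both thresholds was 0 in the 5 alternatives that called any; in the others it was fixed at 0.

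The log2FC of MIR100HG kept its direction in all alternatives, between -1.95 and -1.84, and between -2.08 and -1.60 across the 6 fits that each left out one sample. Its adjusted p was 0.381 and ranged from 2.8e-10 to 0.506 over the alternatives. It passed 0.05 with the likelihood ratio test (log2FC -1.86, adjusted p = 1.2e-06), DESeq2 (-1.84, 5.6e-07), no filter (-1.86, 2.8e-10), the likelihood ratio test with the 2-group model (-1.86, 5.8e-07) and the principal component (-1.87, 0.0214). The log2FC of CDKN1B lay between 0.78 and 0.89, with adjusted p-values from 0.0323 to 0.589, and between 0.71 and 1.01 with one sample left out. It passed only without a filter (log2FC 0.86, adjusted p = 0.0323). With the replicate block the values were -1.88 (adjusted p = 0.157) for MIR100HG and 0.84 (adjusted p = 0.263) for CDKN1B; with that block and the correction for GC content and gene length they were -1.95 (0.192) and 0.83 (0.200).

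List means are given relative to the median of all genes, which library size alone moved from -0.04 to -0.12 for the knockdown and from -0.04 to -0.15 for sh-MIR100HG-2. The S-phase list after knockdown, at 0.060, passed 0.05 only without a filter (0.092, with a camera p of 0.0463; from 0.0463 to 0.341 over the alternatives), and lay between 0.032 and 0.076 with one sample left out. The G2/M list, at -0.066, lay between -0.09 and -0.03 over the alternatives and between -0.163 and 0.043 with one sample left out, reversed at the upper end. With the replicate block these lists stood at 0.05 (camera p of 0.185) and -0.07 (camera p of 0.199). Estimating the inter-gene correlation took the camera p of the cell cycle regulator list to 0.119 (from 0.00107 to 0.119 over the alternatives) and those of the interferon comparisons above 0.05.

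Some results changed direction; relative to the median of all genes, which each scaling moves, UBASH3B stayed higher with library size alone and GAPDH was higher both with TMM and with DESeq2's size factors. UBASH3B, at 0.02, was -0.061 with library size alone, -0.026 with the correction for GC content and gene length and -0.030 with that correction and the block, and lay between -0.093 and 0.114 with one sample left out. GAPDH, at -0.01, was 0.0042 with DESeq2's size factors and with DESeq2, 0.124 with the correction and 0.123 with the correction and the block, and between -0.198 and 0.195 with one sample left out. CDKN1A with sh-MIR100HG-1, at -0.17, was 0.034 with the correction, 0.018 with the correction and the block and between -0.484 and 0.083 with one sample left out. MALAT1, at -0.71, lay between -1.46 and 0.947 with one sample left out. Over 1029 comparisons of the remaining results with their alternatives, 882 kept their direction and side of the threshold, 105 became stronger, 4 weaker, 23 moved past the spread between replicates or, for let-7 sites, below percentile 99 and 15 changed direction. The causes were not tested.

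Seed matches of the guides were placed among sequences of the same base composition. For the sh-MIR100HG-1 guide, the place between the shRNAs moved toward the low end with shorter sites and with deeper genes. Against control, the sites of this guide lay at percentile 77.1 with sh-MIR100HG-1, 83.3 with 6-mers and 25.7 in the deeper genes, where the low side is the one that binding of the guide would give, and with sh-MIR100HG-2 at 93.3, 96.7 and 84.8 in the same order. Between the shRNAs the position was, for sh-MIR100HG-1, at percentile 16.2, 6.67 with 6-mers, 4.76 in genes with at least 100 counts on average and 49.5 with 3′UTR length and GC content left in place, and for sh-MIR100HG-2 at 78.6, 40.0, 47.6 and 42.9. Among all 7-mers, the let-7 sites moved from percentile 99.98 to 96.2 for the knockdown and from 99.98 to 75.1 for sh-MIR100HG-1 with 3′UTR length and GC content left in place, and stayed at 99.9 for sh-MIR100HG-2; with 6-mers or deeper genes all of these stayed above 99.8.

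Depth limits only genes with few counts here, such as BLID (9.2 counts per sample on average), GKN2 (15.0) and COL10A1 (7.7). For the others the number found depends on the spread between replicates: in the simulated counts, the quasi-likelihood test called 0 of 67 genes changed by a log2FC of 1 with a separate dispersion for each gene and 19 of 67 with dispersions on the trend, and 25 and 49 of 67 genes changed by a log2FC of 2.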

Differences from the paper's values

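The paper reports 387 genes past its thresholds between the shRNA groups and controls, and 0 were called here. For the mean of the shRNAs at both thresholds, none of the alternatives set before the data were examined closed the gap. The nearest was the test without a filter on low counts, with 123, followed by the likelihood ratio test with 26 and DESeq2 with 9. For sh-MIR100HG-2 alone, the test without a filter called 218 at both thresholds. At the adjusted p alone it called 392 for the knockdown, near the paper's number but without the paper's fold threshold. The paper describes its 387 genes as cancer-related, a selection that was not applied here.

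The paper's qPCR shows CDKN1B at about 2.8 times the control with sh-MIR100HG-1 and about 3.2 times with sh-MIR100HG-2 (Fig. 3g, read by eye), and the RNA-seq ratios were 1.73 and 1.92. Of the alternatives set before the data were examined, only ones that left out a sample came within 1.5 times of the paper's values, at 1.90 without CTR2 and 2.05 without KD1-1 for sh-MIR100HG-1 and at 2.28 without KD2-1 for sh-MIR100HG-2; the other alternatives did not.

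For CDKN1A, which encodes p21, the paper's qPCR shows about 3.1 times the control with sh-MIR100HG-1 and about 2.8 times with sh-MIR100HG-2 (Fig. 3g, read by eye). The RNA-seq ratios were 0.889 and 1.68. None of the alternatives set before the data were examined came within 1.5 times of the paper's value for sh-MIR100HG-1, where the ratio ranged from 0.715 to 1.06. For sh-MIR100HG-2 only leaving out CTR2 did, at 1.88, which is still below the paper's value.

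The legend of Fig. 3c calls all 21 heatmap genes significantly altered, and 0 of the 21 had an adjusted p at or below 0.05 over all genes tested. Several settings call some of them. The likelihood ratio test called CDC25A, DBH, SKP2, TGFBR2, TNFRSF11B and WEE1, and so did the likelihood ratio test with the 2-group model, which was chosen after seeing the values. DESeq2 called CDC25A, DBH, DOT1L, HIPK2, SKP2, TGFBR2, TNFRSF11B and WEE1. Without a filter on low counts the quasi-likelihood test called CDC25A, CDKN1B, CILK1 (ICK), CNN2, DBH, DOT1L, MELTF, SKP2, STAT3, TGFBR2, TNFRSF11B and WEE1. The first principal component as a covariate, chosen after seeing the values, called CDC25A, TGFBR2 and WEE1. The other 8 genes, CCNF, CDK18, GKN2, MYBL2, NGFR, PLCD1, PTK6 and TNFRSF10A, were called under none of the settings run. In the model of all 3 groups without a block, none of the 21 had a log2FC above 2 or below -2, the fold threshold of the methods. The largest in size was -1.97, for GKN2. This gene passed the fold threshold with the replicate block (-2.12), with that block and the correction for GC content and gene length (-2.11) and with the control numbers crossed (-2.19).

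The paper states that knockdown of MIR100HG raised p21 at the RNA level, and with sh-MIR100HG-1 the log2FC of CDKN1A in the RNA-seq was -0.17 (adjusted p of 0.892, edgeR's quasi-likelihood test), and 0.03 with the correction for GC content and gene length. With sh-MIR100HG-2 it was 0.75 (adjusted p of 0.508, same edgeR test) and for both shRNAs together 0.29, in the paper's direction.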

Other observations

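The tests of the first principal component were set before their results were seen. The other genes and the microRNA site singled out in the last paragraphs were chosen after their values were seen.

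Genes the paper follows by other assays had these values in the RNA-seq of the knockdown. CDKN1A had 157 and 195 CPM in CTR1 and CTR2, 127 and 186 in KD1-1 and KD1-2 and 305 and 285 in KD2-1 and KD2-2. Its log2FC differed between the shRNAs by 0.91, with an unadjusted p of 0.00584 and an adjusted p of 0.509 (edgeR's quasi-likelihood test). CCND1, which encodes cyclin D1, had a log2FC of 0.25 (standard error 0.16, unadjusted p of 0.171), and all 4 knockdown samples lay above both controls, between 571 and 695 CPM against 532 and 525. The neighbour SORL1 had a log2FC of -0.58 (unadjusted p of 0.0289, adjusted p of 0.615, edgeR's quasi-likelihood test), with all 4 knockdown samples below both controls. UBASH3B had 0.02 (unadjusted p of 0.917), reversing sign under several alternatives. BLID had -0.63 with 9.2 counts per sample on average, and lies within MIR100HG on the same strand. The paper's text on these neighbours is about ectopic expression of MIR100HG, while the legend of Supplementary Figure S1 names its downregulation; the values here are those of the knockdown alone. GAPDH and ACTB, which the paper uses as controls, had log2FC of -0.01 and 0.48, and GAPDH ranged from 2835 to 3718 CPM.

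MALAT1 varied between replicates of the control. It had 1617 CPM in CTR1 and 304 in CTR2, 994 and 1555 in KD1-1 and KD1-2 and 191 and 350 in KD2-1 and KD2-2. The first principal component of the 6 samples, with 35% of the variance, parts the samples in a similar way: CTR1 stands at -38.7, KD1-1 at -39.9 and KD1-2 at -20.5, while CTR2 stands at 15.9, KD2-1 at 29.1 and KD2-2 at 54.05. Across genes, which are not independent replicates, the loadings of the component correlate with GC content at a Spearman rho of 0.383 and with gene length at -0.119. A bias with GC content between libraries could give the former value. The latter is weaker, and a part played by gene length cannot be excluded, since no correction for length alone was run. The mean GC content of counted genes, weighted by counts, was 49.7% in CTR1, 49.9% in KD1-1 and 49.5% in KD1-2, against 51.0% in CTR2, 50.5% in KD2-1 and 51.2% in KD2-2. Reads of mitochondrial genes also differed, 3.46%, 3.30% and 3.38% of counts in the first 3 samples and 2.41%, 1.52% and 1.84% in the others. The component separates the shRNAs as well as the controls, so differences between the shRNAs may carry the same technical part; the correction for GC content left the camera p of the G2/M list between the shRNAs at 9.7e-10.

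Between the shRNAs, the genes with the smallest p included SAA1 and RSAD2, higher with sh-MIR100HG-2, and INHBB, COL10A1 and ENSG00000269902, lower with it. Their adjusted p was 0.509 in each case (edgeR's quasi-likelihood test). SAA1 had 36.1 and 51.6 CPM in KD1-1 and KD1-2 and 198 and 209 in KD2-1 and KD2-2, a difference of 2.21 on the log2 scale, with 70.2 and 143 CPM in CTR1 and CTR2. COL10A1 had 7.7 counts per sample on average and 0 CPM in KD2-1 and KD2-2.

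Among the 21 heatmap genes, SKP2 ranked highest by p after knockdown, at 15 of all genes tested; apart from MIR100HG, the genes above it are named neither in the paper's text nor in its heatmap. COL1A1 had a log2FC of 1.60 (unadjusted p of 4.7e-05), ARID3A 1.93 (9.1e-05) and DICER1 1.51 (2.2e-04), all higher in all 4 knockdown samples than in either control, and DAZAP2 had -1.26 (1.3e-04), lower in all 4. DICER1, whose product processes microRNA hairpins, had 78.2 and 54.8 CPM in CTR1 and CTR2, 203.1 and 291 in KD1-1 and KD1-2 and 143.8 and 147 in KD2-1 and KD2-2. The adjusted p was 0.381 for each (edgeR's quasi-likelihood test).

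The 3′UTR of CDKN1B, 1342 nt in the annotation, holds 2 sites for miR-221 and miR-222, and genes with the 7-mer ATGTAGC of that family had a mean log2FC 0.05 above other genes, at percentile 99.6 of all 7-mers. No let-7, miR-100 or miR-125 site was found in it. No biological explanation of this value was tested.

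A list of 27 p53 target genes had a mean log2FC of 0.12 after knockdown (16 higher, 11 lower; adjusted p = 0.0860 over 5 lists, limma's camera), which did not pass 0.05.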
